A study of Mus musculus with 45 samples. Its data were reported in "Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming" (2018).

How the data were processed

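Expression was measured on 45 Illumina MouseWG-6 v2.0 arrays of mouse ESCs, d2 EBs and d3 EBs of 4 genotypes, 12 groups in all, 9 of 4 arrays and 3 of 3 arrays. The authors extracted average bead signal per probe with GenomeStudio 2009.2, and the deposited signal is a linear intensity without background subtraction (lowest value 82.0). The deposited detection p-value is the share of negative control probes at or above the signal of the probe. The deposited normalized table is in log2 units, background-corrected and quantile-normalized by the authors with an online array analysis module whose settings are not stated. Its column median was 5.66 in every group, and ranks of signal within an array were the same in both tables for all 45 arrays. The series matrix was identical to the normalized table (largest difference 0) and was not used further. The authors left out 3 ESC arrays as outliers, which are not analysed here.

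Signal was background-corrected with the negative control distribution inferred from the detection p-values, quantile-normalized with an offset of 16 and log2-transformed by the neqc function of limma 3.58.1 in R 4.3.3. Tables were read with the R package data.table, version 1.17.8, and figures drawn with matplotlib 3.10.9 in Python 3.11.15. Probes with a detection p-value under 0.01 in at least 3 of 45 arrays were kept, 16896 of 45281 probes covering 9666 genes. Of all probes 34885 carried 1 gene symbol, 18 several and 10378 none, and 34807 were matched to RefSeq by gene ID with 0 symbols updated. Of the tested probes 14546 had 1 symbol and 2350 did not, and the latter entered the tests but no gene count. There were 2 tested Smad3 probes and 1 Smad2 probe. Counts are of unique symbols, and a named gene is given by its brightest tested probe.

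Median signal was 111 to 243 per array, and 11338 to 14256 of 45281 probes were detected per array, so the median probe was not detected. The number of arrays, at most 4 per group, limits the precision. In data simulated from the probe means and spreads of the same arrays, 200 of 16896 probes were changed. In the 3 against 4 ESC arrays 4.48%, 44.8% and 78.8% of probes changed 1.5-fold, 2-fold and 4-fold were recovered, and 6 unchanged probes were called. In the 4 against 4 d3 arrays these shares were 7.46%, 52.2% and 90.9%, with 5 unchanged probes called. The moved list was called and 0 of the unchanged lists in both.

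Each stage was fitted with 4 genotype means in limma, with empirical Bayes variance moderation. Knockouts were compared with WT at each stage, Smad2/3 DKO with Smad2 KO and Smad2 KO with Smad3 KO at d3. The departure of Smad2/3 DKO from the sum of both single effects was tested at d3. WT stages were compared on the 12 WT arrays, and the stage dependence of the Smad2/3 DKO effect on all 45. A gene was called at an adjusted p under 0.05 by the method of Benjamini and Hochberg within a comparison. The threshold of the study, an unadjusted p under 0.05 with a fold above 1.5, was used for counts and overlaps as well. These tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Counts without the doubted libraries, the parent clone comparison and the named genes of small counts were added afterwards.

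Replicate numbers of WT arrays stand for the same line at each stage according to the labels (CCE, CCB, CCH and CCF), so they pair WT stages, while knockout numbers pair nothing. Residual correlation within 12 same-line WT pairs ran from -0.263 to 0.46 (median -0.0304, 3 over 0.1), and within 33 pairs of equal number in WT and knockout from -0.218 to 0.298 (median 0.0083, 7 over 0.1). Pairing was therefore not used in the tests reported first, and a replicate block was run as an alternative.

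A library was doubted if detection of Smad3, or its side of the first principal component, went against the label. By Smad3 3 libraries did so and by stage 3, giving 4 libraries. Correlation with the own group and the best other group, without the other doubted libraries, was -0.623 and 0.734 for d2 Smad2 KO replicate 4 (best with ESC Smad3 KO), -0.253 and 0.614 for d3 Smad2 KO replicate 4 (ESC Smad2 KO), and 0.129 and 0.539 for d2 Smad2/3 DKO replicate 4 (d3 Smad2 KO). For ESC Smad3 KO replicate 4 it was -0.515 with its own group and 0.37 with d2 Smad2 KO, the group set against it. With all libraries as labelled it correlated best with d2 Smad2/3 DKO (0.537) and next with d2 WT (0.462). Libraries that correlated best with another genotype of the same stage numbered 14.

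The 23 lists of 5 to 22 genes covered the Nodal pathway and targets, Bmp targets, naive, general and primed pluripotency, primitive streak and mesoderm, definitive endoderm and node, primitive, visceral and parietal endoderm, trophectoderm and extra-embryonic ectoderm, neural ectoderm, surface ectoderm and simple epithelium, DNA methylation, imprinted genes, germline genes, primordial germ cells, the 2-cell-like state, fibroblast markers, hypoxia and glycolysis, p53 targets, the integrated stress response, cell proliferation, Y-linked genes with Xist, and the Smad family. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The last asks whether the genes of a list move on balance in one direction rather than against other genes. Members were also adjusted over the list alone. Genes in a list are not independent, and genes the study itself names are not independent evidence for it. Estimating the correlation lowered the calls over all comparisons from 100 to 14, and fry gave 95.

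Named genes were Smad2 and Smad3; per list up to 4 members with the largest changes among those that passed, or up to 2 with the smallest p as values; per comparison the 5 largest rises and falls with no overlap between the arrays compared, or those of smallest p where fewer than 10 passed; and the 20 largest rises in WT d3 EBs and in Smad2/3 DKO d3 EBs. Genes outside this rule are said to have been chosen after their values were seen. Where a gene was not detected in any array of a group, a lower bound of the fold is given. It sets the mean normalized log2 signal of the brighter group against the mean over dim arrays of the higher of the lowest signal among detected probes and the signal of the gene. A gene detected in at least 1 array of its dim group is given as a fitted log2 change. Where that was 1 array alone, as for Pdzrn3, Laptm5, Sp5, Nr5a2, Gata6, Dlx3, Krt7, Tdgf1, Pdgfra, Gfpt1 and Ntrk2 in some comparisons, most of the dim signal is background and the size is approximate. Errors are standard errors of the fitted log2 change.

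Overlaps shared their WT arrays, so each is set beside the overlap of independent lists. It is also set beside the mean of 50 simulated data sets per stage with shared controls and no effect in any group. The mean of 6 splits of the WT arrays into disjoint controls is given too. Alternatives tried were no background correction, the normalized table of the authors, median scaling, no filter on dim probes, 1 probe per gene, all 45 arrays in the fit, clone as a random block (correlation 0.0443), a replicate block, leaving out each library, leaving out the doubted libraries, leaving out the d2 Smad2/3 DKO sample of 2500 EBs, and the parent clone alone (1 array at d3). A chip block was not run because the files do not name the chip.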

Results

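Gene expression was measured on Illumina MouseWG-6 v2 arrays in mouse ESCs and in embryoid bodies (EBs) collected after 2 and 3 days of differentiation. Cells lacking Smad2 (Smad2 KO), Smad3 (Smad3 KO) or both genes (Smad2/3 DKO) were compared with WT cells on 45 arrays, with 4 arrays per genotype and stage apart from 3 in each ESC knockout group. Median probe signal lay between 111 and 243 per array, and 11338 to 14256 probes per array were detected. After filtering, 16896 of 45281 probes were tested, covering 9666 genes. Every replicate was a separate clone, so the p-values below measure the spread between clones of a genotype. All Smad3 KO clones came from the WT line CCE and all Smad2/3 DKO clones from the Smad2 KO clone KT15. EB number was confounded with genotype, because 1250 EBs were collected for WT and Smad3 KO cells, 2500 or 5000 for Smad2 KO cells and mostly 5000 for Smad2/3 DKO cells.

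Smad3, which encodes a receptor-regulated signal transducer of Nodal and Activin, was detected in all 12 WT arrays at 7.67 to 9.83 log2 units. In the Smad3 KO and Smad2/3 DKO arrays it lay at 4.83 to 5.62 and was not detected, apart from the libraries labelled ESC Smad3 KO replicate 4 (9.75) and d2 Smad2/3 DKO replicate 4 (9.46). Smad3 was also missing from the library labelled d2 Smad2 KO replicate 4 (5.19), although Smad2 KO cells carry an intact Smad3 gene. Smad2 signal stayed between 8.37 and 9.75 in all 45 arrays, Smad2 KO and Smad2/3 DKO arrays included. The single Smad2 probe therefore checked nothing about the Smad2 deletion. In d3 EBs Smad2 signal was even higher in Smad2/3 DKO than in WT cells (log2 change 0.59 ± 0.18, adjusted p = 0.0352, n = 4 per genotype).

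**Figure D1:**
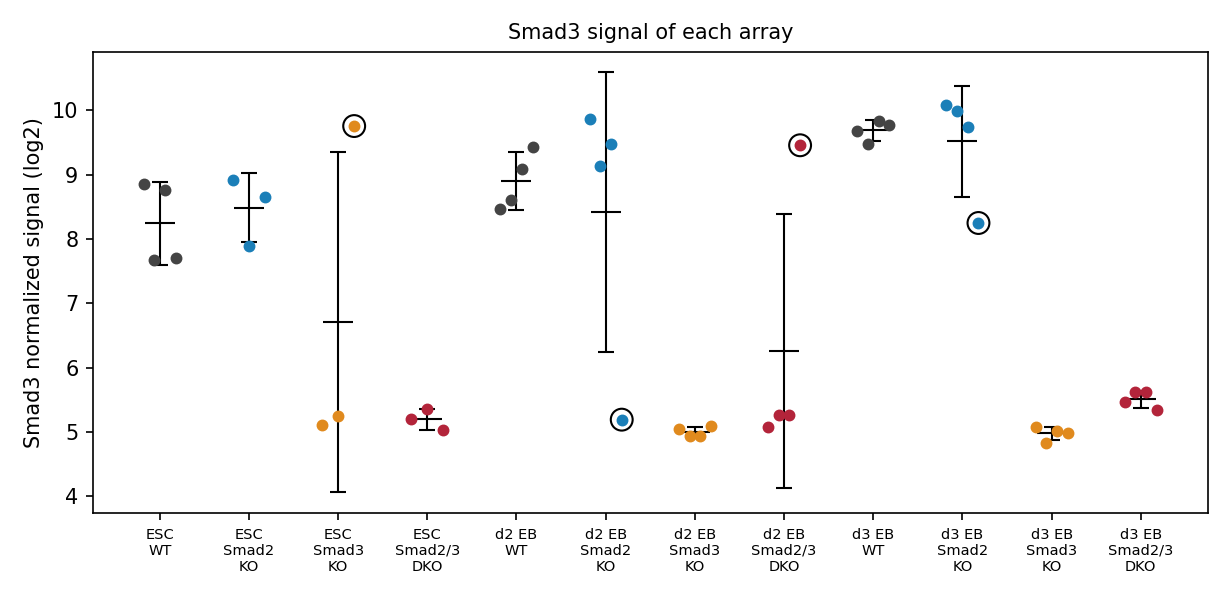
Smad3 signal of every array by stage and genotype, with group mean and SD. Circles mark the 4 libraries whose Smad3 signal or overall profile went against the label.

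Stage separated the arrays along the first principal component, which held 34.2% of the variance. The libraries labelled d2 Smad2 KO replicate 4 and d3 Smad2 KO replicate 4 lay among the ESCs, and the library labelled ESC Smad3 KO replicate 4 lay among the EBs. In all, 4 libraries went against their labels by Smad3 or by stage and are called the doubted libraries. They were kept as labelled, and the number of genes called by limma in each comparison is also given without them, a choice made after the data were examined.

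**Figure D2:**
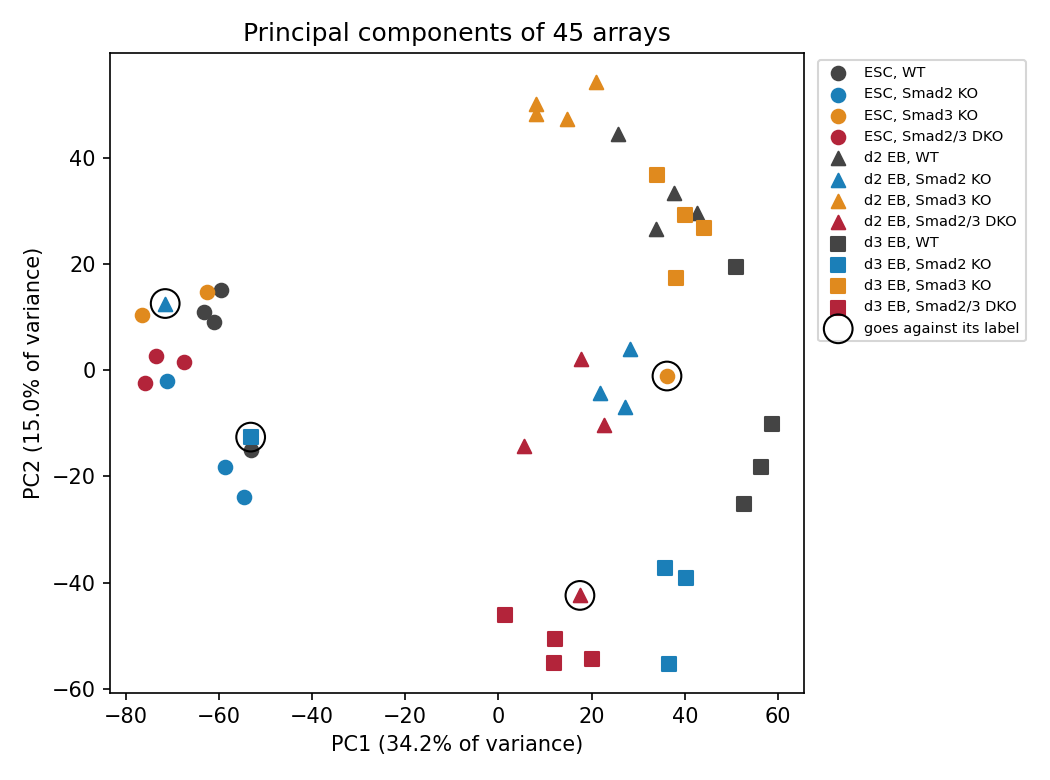
Principal components of the 45 arrays, with stage by symbol and genotype by color. Circles mark the libraries that went against their labels.

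The 12 WT arrays were used to ask which genes changed as normal cells left the ESC state. By d2, Fgf5, a growth factor of the primed epiblast, was at least 21.4-fold higher in EBs than in ESCs, and the primed POU factor Pou3f1 rose by 3.04 ± 0.52 log2 units (n = 4 per stage, adjusted p at most 0.000901). All 15 measured members of the naive pluripotency list fell. Klf4 and Tcl1, a coactivator of Akt, dropped at least 8.54-fold and 14.3-fold, and Esrrb, a nuclear receptor of the naive network, fell by 4.32 ± 0.52 (adjusted p at most 6.3e-05). Of 10 primed pluripotency genes 8 rose, including the zinc finger gene Sall2 (4.06 ± 0.39) and the kinase gene Pim2 (3.80 ± 0.47, adjusted p at most 9.03e-05). The largest rises outside the lists were the chemokine gene Cxcl12 (at least 23.7-fold), Vrtn (at least 15-fold) and Pdzrn3 (4.63 ± 0.31). Among the largest falls were Socs3, a feedback inhibitor of LIF signaling (-5.05 ± 0.25), Emp1 (detected in 1 of 4 EB arrays, adjusted p = 1.27e-06) and the microtubule gene Mapt (at least 12.3-fold lower). The streak genes Fgf8 and Wnt8a were already at least 13.7-fold and 7.98-fold higher, and 5 of 19 streak and mesoderm genes rose with 1 fall. Of 18 trophectoderm genes 5 fell, among them Tead4 (at least 4.04-fold) and Bmp4 (-3.09 ± 0.56).

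limma called 3142 genes between WT d2 EBs and ESCs, 1638 higher and 1509 lower, a few genes having probes in both directions. With median scaling in place of quantile normalization 1950 were higher and 1056 lower. In camera, which compares a list with all other genes, naive genes were lower at an adjusted p of 2.82e-15 and stayed so at 0.0267 with an estimated correlation. Primed genes were higher (adjusted p = 3.95e-05), with an adjusted p = 0.0518 with an estimated correlation. The trophectoderm and primordial germ cell lists were lower at 0.0168 each, and adjusted p = 0.428 with an estimated correlation. Of 7 primordial germ cell genes 4 fell, including Sox15 (at least 2.06-fold) and the receptor gene Kit (-1.58 ± 0.34).

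By d3, WT EBs had switched on primitive streak genes, though less in replicate 2, line CCB (Mesp1 5.64, others at least 11.45). Lhx1, a LIM homeobox gene of the node, was at least 57-fold higher in d3 EBs than in ESCs (n = 4 per stage, adjusted p = 3.54e-06). Fgf8 was at least 52.6-fold higher, and Gsc, a homeobox gene of the organizer, at least 42.6-fold (adjusted p at most 2.54e-06). Of 19 streak and mesoderm genes 17 rose, among them Mixl1 (at least 18.3-fold), the Wnt-induced factor Sp5 (5.49 ± 0.78), Eomes (at least 8.51-fold) and Mesp1 (at least 9.61-fold). Of 8 definitive endoderm and node genes 7 rose, including Sox17 (at least 4.19-fold) and Foxa2 (at least 2.21-fold, adjusted p at most 0.000561). Fst, an Activin antagonist, rose by 5.69 ± 0.27 and the endoderm factor Gata6 by 4.72 ± 0.69. Wnt8a, the Wnt cofactor Rspo3 and the retinoic acid hydroxylase gene Cyp26a1 were at least 14.9-fold, 18.4-fold and 23.1-fold higher. Of 15 naive genes 14 fell, among them Esrrb (-5.37 ± 0.52), Nr5a2 (-4.72 ± 0.40) and Zfp42, also called Rex1 (-4.60 ± 0.27). The largest falls outside the lists were Laptm5 (-6.54 ± 0.33), Emp1 (at least 23-fold), Triml1 (at least 23.1-fold) and the keratin gene Krt42 (at least 25.7-fold). Of 5 germline genes 4 fell, and the 2-cell-like gene Zscan4c was at least 13.3-fold lower. Smad3 itself rose by 1.44 ± 0.29 and Smad1, a transducer of Bmp signals, by 2.73 ± 0.36.

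limma called 3816 genes between WT d3 EBs and ESCs, 2005 higher and 1824 lower. Median scaling gave 2870 higher and 1063 lower, so the balance of directions was not settled. The naive list was lower at an adjusted p of 1.89e-13, and 0.0406 with an estimated correlation. Streak genes were higher (adjusted p = 1.76e-08), with an adjusted p = 0.281 with an estimated correlation. Definitive endoderm genes were higher (adjusted p = 8.66e-05), with an adjusted p = 0.288 with an estimated correlation. Primed genes were higher in 6 of 10 (adjusted p = 0.00246), with an adjusted p = 0.146 with an estimated correlation. Germline genes were lower (adjusted p = 0.0124), with an adjusted p = 0.146 with an estimated correlation.

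Knockout ESCs were then compared with WT ESCs to ask what Smad2 and Smad3 control before differentiation. In Smad2/3 DKO ESCs Lefty1 and Lefty2, Nodal targets that encode secreted Nodal antagonists, had log2 changes of -4.58 ± 0.74 and -4.98 ± 1.02 (3 against 4 arrays), but neither passed the test (adjusted p = 0.268 and 0.62). Of the Bmp targets, the helix-loop-helix inhibitor genes Id1 and Id2 stood at 2.03 ± 0.39 and 2.11 ± 0.67 (adjusted p = 0.571 and 1). Tbx3 of the naive list stood at 1.24 ± 0.37 and the endoderm factor Sox7 at 1.90 ± 0.75, again without passing (adjusted p = 1 for each). Ptch1, the Hedgehog receptor gene, stood at -1.49 ± 0.28 (adjusted p = 0.571), and the smooth muscle actin gene Acta2 at -3.23 ± 1.38 (adjusted p = 1). The trophoblast gene Plac1, not detected in WT ESCs, lay at least 1.45-fold higher, without passing the test (adjusted p = 1). No member of any list passed, while over the list alone 2 of 9 Nodal genes were lower and 2 of 6 Bmp targets higher.

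limma called 1 gene in Smad2/3 DKO ESCs, Glrx, which encodes glutaredoxin (3.86 ± 0.45, adjusted p = 0.0279). The call came from a probe that is not the brightest of Glrx, and with 1 probe per gene 0 genes were called. There were 6 without the doubted libraries, 5 higher and 1 lower, with Glrx called by the same probe. At an unadjusted p under 0.05 there were 429 genes, and fitting all 45 arrays together called 11. The 6 were Glrx, Cops8, Fastkd3, Thap4 and Zfp429, chosen for naming after their values were seen, and Smad3, at least 2.32-fold lower (adjusted p = 0.00583). The call of Smad3 is no independent test, since the ESC library left out was chosen partly by its Smad3 signal. At the threshold of the study, an unadjusted p under 0.05 and a fold above 1.5, 152 genes were higher and 150 lower, and 230 and 206 without the doubted libraries. Without background correction these were 82 and 49, and with median scaling 113 and 167. In camera the Nodal list was lower (adjusted p = 0.00413) and the Bmp targets higher (adjusted p = 0.00367). These became adjusted p = 0.125 and 0.329 with an estimated correlation. Germline, primitive endoderm, naive, trophectoderm and p53 genes were higher (adjusted p = 0.00101, 0.00108, 0.0254, 0.0254 and 0.032) and primordial germ cell genes lower (adjusted p = 0.032). For these 6 lists the adjusted p was 0.125, 0.166, 0.558, 0.485, 0.542 and 0.41 with an estimated correlation.

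In Smad2 KO ESCs Lefty2 stood at -3.67 ± 1.02 (3 against 4 arrays, adjusted p = 0.535), and Id1 and Id2 at 1.46 ± 0.39 and 2.11 ± 0.67 (adjusted p = 0.535 and 0.579). None of these passed the test. Plac1 was at least 3.61-fold higher (adjusted p = 0.535), without passing, as for Hrk, a BH3-only death gene (at least 1.66-fold, adjusted p = 0.191). Pparg, a nuclear receptor of trophoblast and fat cells, stood at an adjusted p of 0.535, and the collagen IV genes Col4a1 and Col4a2 at 1.33 ± 0.53 and 1.68 ± 0.70. limma called 0 genes as labelled, with 1000 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0808. Fitting all 45 arrays together called 5 genes, and leaving out the doubted libraries 4, namely Glrx, Cops8, Fastkd3 and Thap4. At the threshold of the study 296 genes were higher and 393 lower, and 407 and 450 without the doubted libraries. The balance was not settled, with 168 and 129 in the absence of background correction and 188 and 777 with median scaling. The trophectoderm list was higher (adjusted p = 2.84e-08, 6 of 18 genes adjusted over the list alone), with an adjusted p = 0.245 with an estimated correlation. Bmp targets, primitive endoderm, epithelium, DNA methylation and stress response lists were higher at 0.00511, 0.0041, 0.0173, 0.0312 and 0.016. Each lost its call, with adjusted p = 0.305, 0.245, 0.375, 0.245 and 0.447 with an estimated correlation.

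In Smad3 KO ESCs, whose group holds the library labelled replicate 4 that lay among the EBs, Smad3 stood at -1.54 ± 0.88 (3 against 4 arrays, adjusted p = 0.783) and at -3.06 ± 0.38 without that library (adjusted p = 0.0784). That library was doubted partly for its Smad3 signal, so the second value is no independent test. Lefty1 stood at -1.56 ± 0.74 and Klf2, a naive pluripotency factor, at -1.11 ± 0.34 (adjusted p = 0.783 and 0.698). The smallest p-values below WT belonged to the piRNA gene Tdrd12 (-1.71 ± 0.24) and the neuronal tubulin-binding gene Stmn2 (-1.54 ± 0.22), both at an adjusted p of 0.117. Serpinf1, not detected in the knockout, lay at least 2.9-fold lower (adjusted p = 0.521). limma called 0 genes with or without the doubted library, with 811 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.117. Without background correction it called 2. At the threshold of the study 260 genes were higher and 296 lower, and 278 and 393 without the doubted library. Leaving out background correction gave 80 and 167, and median scaling 212 and 325. Naive and primordial germ cell genes were lower (adjusted p = 0.00516 each) and streak genes higher (adjusted p = 0.0192). These became adjusted p = 0.709, 0.675 and 0.675 with an estimated correlation. Without the library labelled replicate 4 the naive list turned from a median of -0.93 to 0.16 (adjusted p = 0.509) and the streak list from 0.33 to 0.00154 (adjusted p = 0.736). The primordial germ cell list stayed lower but was no longer called (median -0.36, adjusted p = 0.325).

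In d2 EBs the question was whether loss of both Smads alters the exit from pluripotency. Of 9 Nodal pathway genes 2 fell in Smad2/3 DKO d2 EBs, where Lefty1 fell by 6.83 ± 0.66 log2 units and Lefty2 fell by 4.76 ± 1.12 (n = 4 per genotype, adjusted p = 0.000149 and 0.0377). Both values include the Smad3-expressing library labelled replicate 4, the only 1 of the 4 in which either gene was detected. Without it the adjusted p was 9.85e-07 and 0.000686. Fgf5 fell by 4.76 ± 0.66, and Otx2, a homeobox gene of the primed epiblast, by 1.17 ± 0.23 (adjusted p = 0.00102 and 0.0132). Gsc was at least 2.35-fold lower, the cell adhesion gene Nrcam at least 4.44-fold and Fgf15 at least 2.92-fold (adjusted p at most 0.0214). Genes of trophectoderm and epithelium rose instead. Of 18 trophectoderm genes 7 rose, among them Rhox6 (at least 10.7-fold), the homeobox gene Dlx3 (at least 7.31-fold), Plac1 (at least 6.46-fold) and Rhox9 (3.85 ± 0.62, adjusted p at most 0.0138). Of 9 surface ectoderm and epithelial genes 5 rose, including Tfap2a, a regulator of surface ectoderm (at least 18.9-fold), the keratin genes Krt8 (3.09 ± 0.54) and Krt18 (3.02 ± 0.59) and the tight junction gene Cldn4 (2.49 ± 0.42). Of 6 Bmp targets Id1 (2.33 ± 0.30) and Id4 (at least 2.07-fold) rose. Tbx3 was at least 9.65-fold higher and Dppa3, a naive and germ cell gene, rose by 3.26 ± 0.80. The growth factor gene Igf2 rose by 3.49 ± 0.77, Cdx2, a trophectoderm and posterior mesoderm factor, by 3.62 ± 0.89 and Ndrg1, a hypoxia gene, by 1.88 ± 0.26 (adjusted p at most 0.0497). The heparan sulfate enzyme gene Hs3st3b1 was at least 9.98-fold higher. Only Utf1 fell among general pluripotency genes (-0.79 ± 0.17), and 18 of 19 streak genes did not pass. Without the doubted libraries 2 streak genes rose and 2 fell, 11 of 18 trophectoderm genes and all 6 Bmp targets rose, and 5 of 10 primed genes fell. In the library labelled replicate 4 Fgf8 lay at 10.49, within the range of WT.

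limma called 255 genes in Smad2/3 DKO d2 EBs, 178 higher and 77 lower, and 502 without the doubted libraries, 322 higher and 180 lower. The library labelled replicate 4 of this group expressed Smad3, so the change of Smad3 itself did not pass as labelled (-2.63 ± 0.97, adjusted p = 0.212). Without the doubted libraries it was -3.69 ± 0.22 (adjusted p = 9.29e-07). Smad3 was itself a criterion for leaving libraries out, so this p-value is no independent test. Trophectoderm and epithelial lists were higher (adjusted p = 6.32e-15 and 1.69e-08) and remained so at 0.0201 with an estimated correlation. The trophectoderm list had an adjusted p = 0.0675 with an estimated correlation once the doubted libraries were left out. Over the list alone 12 of 18 and 6 of 9 genes were higher. Bmp targets, naive and primordial germ cell lists were higher (adjusted p = 2.85e-07, 1.28e-06 and 0.00651), with adjusted p = 0.0836, 0.228 and 0.214 with an estimated correlation. Primed and Nodal lists were lower (adjusted p = 3.85e-05 and 0.00305), with adjusted p = 0.117 and 0.0689 with an estimated correlation. The primitive endoderm list was higher with 0 of 12 members passing (adjusted p = 0.0215), and adjusted p = 0.208 with an estimated correlation.

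Loss of Smad2 alone changed several of the same genes at d2. In Smad2 KO d2 EBs Tbx3 was at least 6.07-fold higher, Hs3st3b1 at least 5.25-fold and the ligand gene Wnt6 at least 2.57-fold (n = 4 per genotype, adjusted p at most 0.0355). The trophectoderm factor Tfap2c rose by 2.69 ± 0.50, the membrane-binding gene Anxa2 by 2.89 ± 0.59 and Id1 by 1.53 ± 0.30 (adjusted p at most 0.0449). Fgf5 fell by 3.48 ± 0.66 and Otx2 by 1.21 ± 0.23 (adjusted p at most 0.0314). Without the ESC-like library labelled replicate 4 the change of Fgf5 was -2.52 ± 0.28 (adjusted p = 0.00119). Nrcam (-2.15 ± 0.43), Pxdc1 (-2.29 ± 0.48), Cbln4, a synaptic organizer (-2.07 ± 0.36), and the protease gene Mmp25 (-2.02 ± 0.40) fell too. The DNA repair and demethylation gene Gadd45b was at least 1.76-fold higher. Lefty1 stood at -1.81 ± 0.66, without passing (adjusted p = 0.311). Of the trophectoderm list 1 of 18 genes rose, of the naive list 1 of 15, of the epithelial list 0 of 9 and of the Bmp targets 1 of 6, while 2 of 10 primed genes fell. When the doubted libraries were left out, 8 trophectoderm, 2 naive and 5 epithelial genes and 2 Bmp targets rose, and 3 primed genes fell.

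limma called 59 genes in Smad2 KO d2 EBs, 36 higher and 23 lower, and 175 without the doubted libraries, 134 higher and 41 lower. With median scaling 22 were higher and 35 lower, which leaves the balance of directions open. Naive and trophectoderm lists were higher (adjusted p = 3.41e-09 and 4.35e-08), with adjusted p = 0.179 and 0.106 with an estimated correlation. Over the list alone 8 and 7 genes were higher. Epithelial and primitive endoderm lists were higher at 0.000113 each, with adjusted p = 0.106 with an estimated correlation. Bmp targets and primordial germ cell genes were higher (adjusted p = 0.000676 and 0.0037), with adjusted p = 0.249 and 0.206 with an estimated correlation. Primed and cell proliferation genes were lower (adjusted p = 7.94e-05 and 0.0498), with adjusted p = 0.153 and 0.285 with an estimated correlation. The library labelled replicate 4 of this group resembled ESCs. Without the doubted libraries 2 of 15 naive genes rose and the naive list was still higher (adjusted p = 1.11e-06, and adjusted p = 0.199 with an estimated correlation). Whether the d2 effects of Smad2 KO and Smad2/3 DKO differ was not tested.

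Few genes were called in Smad3 KO d2 EBs. Edn2, which encodes endothelin 2, was at least 2.18-fold higher (n = 4 per genotype, adjusted p = 0.00119), and Tril, a Toll-like receptor accessory gene not detected in the knockout, was lower (adjusted p = 0.0456), with no fold given because its WT signal was near the background. Smad3 was not detected in any of the 4 Smad3 KO arrays and lay at least 3.65-fold lower, but its adjusted p was 0.398 since the doubted libraries of this stage widened its variance. It was 7.07e-07 without the doubted libraries, which were left out partly for their Smad3 signal, so this is no independent test. Among list members, Eomes, a T-box gene of the streak, was at least 1.91-fold lower without passing (adjusted p = 0.432). The Wnt feedback gene Axin2 stood at -2.69 ± 0.91 and Nanog at -1.37 ± 0.38 (adjusted p = 0.473 and 0.439). limma called 2 genes, 1 higher and 1 lower, and 42 without the doubted libraries, 6 higher and 36 lower. Genes at an unadjusted p under 0.05 numbered 1120, and 1758 without the doubted libraries, so the low count of calls does not show that the cells equalled WT. The streak list was lower and general pluripotency higher (adjusted p = 0.00516 and 0.0217), with 0 members passing and 1 of each over the list alone. Their adjusted p = 0.671 and 0.644 with an estimated correlation.

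In d3 EBs the question was whether germ layers form without Smad2 and Smad3. Most measured primitive streak genes and all 8 definitive endoderm genes were lower in Smad2/3 DKO than in WT d3 EBs. Lhx1 was at least 62-fold, Fgf8 at least 57.2-fold and Gsc at least 46.3-fold lower than in WT (n = 4 per genotype, adjusted p = 0.000518, 0.0027 and 0.000127). Trophectoderm and epithelial genes rose instead, with Plac1 at least 41-fold and Rhox9 at least 33.1-fold higher (adjusted p at most 3.85e-06).

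Of 19 streak and mesoderm genes 13 fell in Smad2/3 DKO d3 EBs, among them Mixl1 (at least 19.9-fold) and Sp5 (-5.56 ± 1.21, adjusted p = 0.00576). All 8 definitive endoderm and node genes fell, including Foxa2, a forkhead factor of endoderm and node (at least 2.41-fold), Cxcr4, a chemokine receptor of endoderm (at least 3.63-fold), and the Bmp antagonist gene Chrd (-2.85 ± 0.45). Of 9 Nodal pathway genes 3 fell, namely Lefty2 (at least 20.7-fold), Lefty1 (at least 20-fold) and the coreceptor gene Tdgf1, also called Cripto (at least 4.08-fold, adjusted p at most 0.000108). Fst fell too (adjusted p = 3.24e-05), from 13.24 in WT to a level detected in 1 of 4 Smad2/3 DKO arrays. Of 10 primed genes 6 fell, with Fgf5 at least 27.7-fold, the zinc finger gene Zic2 -3.33 ± 0.36 and Pim2 -2.58 ± 0.31 (adjusted p at most 5.59e-05). Nes, a neural intermediate filament gene, fell by 1.59 ± 0.51, and the endoderm genes Gata6 and Pdgfra by 3.87 ± 0.82 and 2.52 ± 0.77. In WT replicate 2, line CCB, Gata6, Pdgfra and Cxcr4 lay under the other WT arrays, so that array lessens their falls. Of the 20 genes with the largest rises in WT d3 EBs over ESCs, 18 were lower in Smad2/3 DKO and 2 did not pass.

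In the same Smad2/3 DKO d3 EBs 13 of 18 trophectoderm genes rose, among them Rhox6 (at least 23.6-fold), the nuclear receptor gene Pparg (at least 6.76-fold), Gata2 (4.32 ± 0.40) and Dlx3 (4.33 ± 0.44, adjusted p at most 0.000175). Of 9 surface ectoderm and epithelial genes 7 rose, including Cldn4 (4.36 ± 0.40), the keratin genes Krt19 (3.48 ± 0.47) and Krt18 (3.38 ± 0.48), and Krt14 (at least 2.74-fold). The keratin gene Krt7 of the trophectoderm list rose by 3.92 ± 0.25. Of 15 naive genes 10 rose, with Dppa3 at 3.96 ± 0.45, Esrrb at 3.47 ± 0.64, Nr5a2 at 3.08 ± 0.51 and Zfp42 at 2.92 ± 0.47 (adjusted p at most 0.00178), while Pou5f1, the core pluripotency factor Oct4, fell by 0.97 ± 0.19. Of 6 Bmp targets 4 rose, Id2 by 2.65 ± 0.42, Id1 by 1.08 ± 0.25, Id3 by 0.97 ± 0.24 and Id4 at least 1.73-fold. Among imprinted growth regulators Igf2 (2.94 ± 0.55), Cdkn1c (2.52 ± 0.65) and the placental gene Phlda2 (1.61 ± 0.52) rose, and Peg10, a retrotransposon-derived placental gene, was at least 1.63-fold higher. Gadd45g (4.42 ± 0.55) and Gadd45b (3.37 ± 0.37) rose, as did the hypoxia genes Ndrg1 (1.56 ± 0.38) and Slc2a1, a glucose transporter (1.05 ± 0.25). The largest rises outside the lists included the growth factor gene Pdgfb (4.57 ± 0.65), Vgll3 (4.50 ± 0.26), the ligand genes Wnt4 (4.20 ± 0.63) and Wnt7b (at least 6.33-fold), the chaperone gene Cryab (at least 7.02-fold) and Nxf7 (at least 6.68-fold). Acta2 rose by 2.73 ± 0.55, Smad1 fell by 1.91 ± 0.36 and Smad3 was at least 7.85-fold lower (adjusted p = 5.04e-07).

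**Figure D3:**
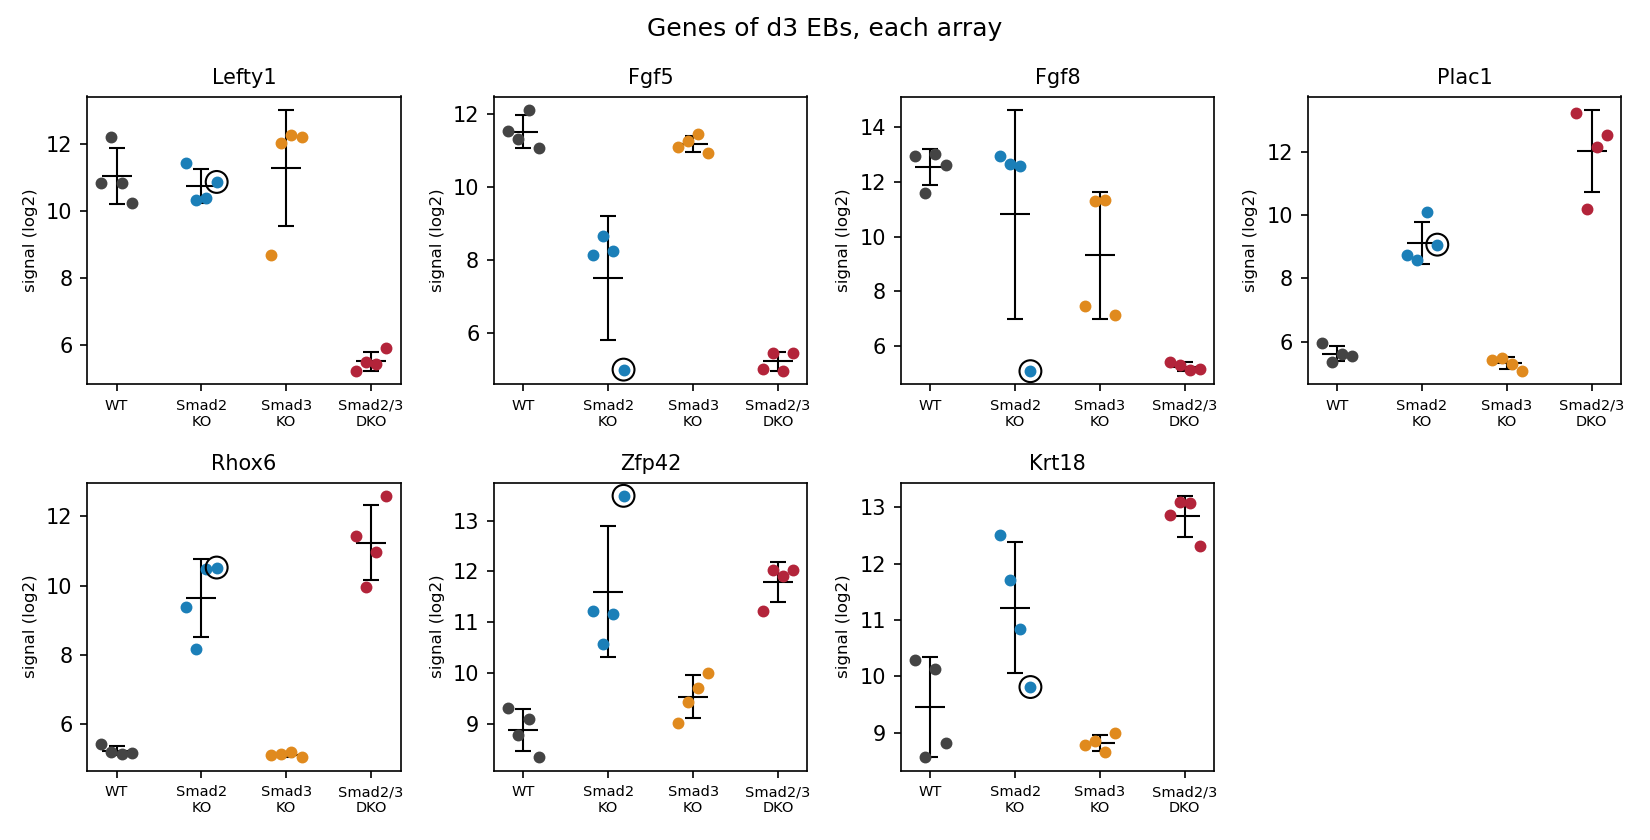
Signal of Lefty1, Fgf5, Fgf8, Plac1, Rhox6, Zfp42 and Krt18 in every d3 EB array, with group mean and SD. The circled library is the library labelled Smad2 KO replicate 4.

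limma called 1865 genes in Smad2/3 DKO d3 EBs, 1028 higher and 840 lower, and 2529 without the doubted libraries, 1335 higher and 1198 lower. With median scaling 1266 genes were called, 459 higher and 808 lower, so neither direction can be said to prevail. None of the doubted libraries lies in either of the compared groups, but they widen the variance shared by the fit. In camera the trophectoderm list was higher (adjusted p = 8.93e-17, 0.0255 with an estimated correlation, 15 of 18 genes adjusted over the list alone). The epithelial list (8.32e-08, 0.0379 with an estimated correlation) and Bmp targets (0.00107, 0.0407 with an estimated correlation) were higher and the primed list lower (3.1e-05, 0.0407 with an estimated correlation). The naive list was higher at 3.3e-07, with an adjusted p = 0.253 with an estimated correlation. Streak, endoderm and Nodal lists were lower at 8.32e-08, 1.03e-07 and 0.0105. These became adjusted p = 0.253, 0.0744 and 0.253 with an estimated correlation. The primitive and visceral endoderm list split, with 4 genes such as Amn (2.33 ± 0.63) and Dab2 (1.69 ± 0.35) rising and 2 falling of 12 (adjusted p = 0.0441, and adjusted p = 0.415 with an estimated correlation). The Smad family list, with 1 of 4 genes higher and 2 lower, stood at 0.0474, and at adjusted p = 0.339 with an estimated correlation.

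The remaining lists were not called in Smad2/3 DKO d3 EBs, although single members passed. Imprinted genes (4 rose and 1 fell of 14) stood at 0.0547, DNA methylation genes (3 of 9 rose) at 0.108, germline genes at 0.112 and primordial germ cell genes at 0.218. General pluripotency (1 rose and 1 fell of 8) stood at 0.683, neural ectoderm (1 fell of 3) at 0.359 and 2-cell-like genes (0 of 3) at 0.395. Hypoxia genes stood at 0.842, p53 targets at 0.867, the stress response at 0.823 and fibroblast markers at 0.823. Proliferation genes (0 of 9) stood at 0.395 and the single measured Y-linked gene at 0.842. Germline Ddx4 was at least 1.32-fold higher, Sox15 at least 1.15-fold, and the stress gene Atf3 at least 1.24-fold, while Pmaip1, a p53 target, was at least 1.82-fold lower and the surface antigen gene Thy1 fell by 1.66 ± 0.24.

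**Figure D4:**
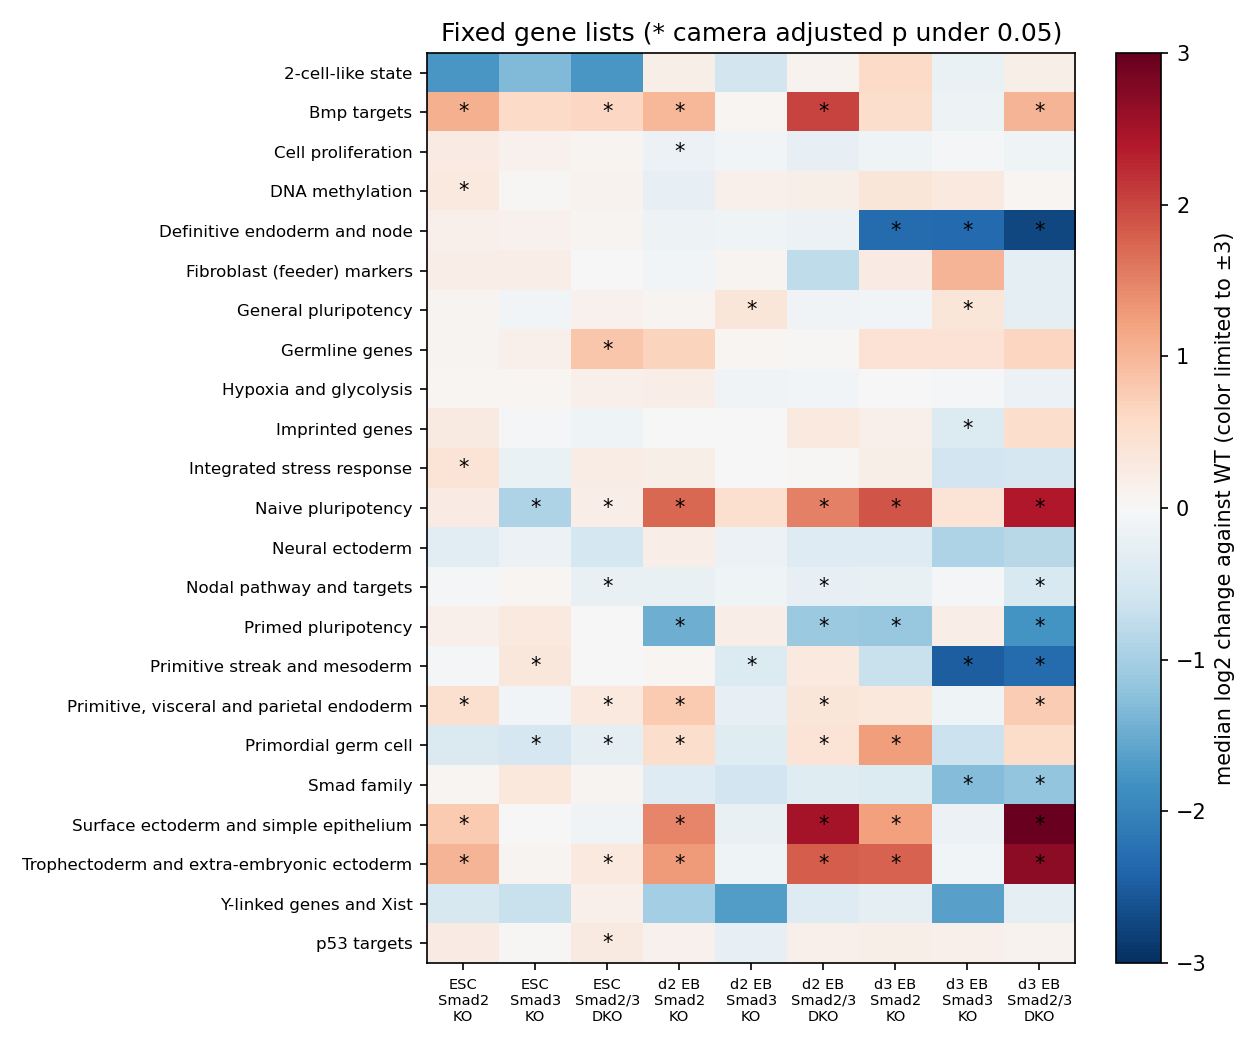
Median log2 change of each fixed gene list against WT at every stage and genotype. Stars mark lists called by camera.

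Smad2 KO d3 EBs shared the rise of naive and trophectoderm genes while no streak gene passed the test. Dppa3 rose by 4.14 ± 0.45, Esrrb by 3.33 ± 0.64, Nr5a2 by 3.24 ± 0.51 and Klf2 by 2.88 ± 0.57 (n = 4 per genotype, adjusted p at most 0.0143), part of 7 of 15 naive genes that rose. Without the ESC-like library labelled replicate 4 these were 3.80 ± 0.43, 2.67 ± 0.54, 2.77 ± 0.47 and 2.19 ± 0.40 (adjusted p at most 0.0153). Of 18 trophectoderm genes 7 rose, with Rhox9 at least 15-fold, Rhox6 at least 7.78-fold and Plac1 at least 5.43-fold higher (adjusted p at most 0.00152). Of 9 epithelial genes 4 rose, among them Krt14 (at least 3.89-fold), Cldn4 (3.23 ± 0.40) and Krt19 (2.88 ± 0.47). The keratin gene Krt7 of the trophectoderm list rose by 2.24 ± 0.25. Of 7 primordial germ cell genes 4 rose, including the RNA-binding genes Nanos3 (at least 1.41-fold) and Dnd1 (1.86 ± 0.41). The lectin gene Lgals3 rose by 3.90 ± 0.62, Gadd45g by 2.38 ± 0.55, Gadd45b by 1.93 ± 0.37 and Acta2 by 2.41 ± 0.55. Gadd45g was 1.71 ± 0.39 without the library labelled replicate 4. Of 8 definitive endoderm genes 6 fell, with Sox17 at least 4.8-fold, Foxa2 at least 2.54-fold, the antagonist gene Cer1 at least 2.17-fold, Gsc -3.43 ± 0.86 and Chrd -2.31 ± 0.45 (adjusted p at most 0.0493). Fgf5 fell by 3.98 ± 0.56, Zic2 by 2.04 ± 0.36 and Otx2 by 1.94 ± 0.48. Without the library labelled replicate 4 the change of Fgf5 was -3.15 ± 0.23 and that of Otx2 -2.59 ± 0.28. Gsc no longer passed (-2.55 ± 0.73, adjusted p = 0.0867), and 3 of 8 definitive endoderm genes fell. Among the 19 streak genes Lhx1 stood at -3.08 ± 1.18 (adjusted p = 0.211), and at -1.57 ± 0.78 without the library labelled replicate 4 (adjusted p = 0.385). Of the 20 largest WT rises 2 were lower, with a median change of -1.49, and 1 without that library, with a median of -0.29.

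limma called 323 genes in Smad2 KO d3 EBs, 237 higher and 86 lower, and 347 without the ESC-like library labelled replicate 4, 282 higher and 65 lower. With median scaling 107 were higher and 72 lower. Naive and trophectoderm lists were higher (adjusted p = 3.14e-13 each, 12 and 13 genes adjusted over the list alone), with adjusted p = 0.0916 and 0.0509 with an estimated correlation. Epithelial and primordial germ cell lists were higher (adjusted p = 3.29e-07 and 3.58e-05), with adjusted p = 0.0509 with an estimated correlation. Endoderm and primed lists were lower (adjusted p = 2.25e-09 and 0.000223), with adjusted p = 0.0509 with an estimated correlation. The streak list stood at 0.136. In the library labelled replicate 4 Zfp42 lay at 13.49, as high as in ESCs. Without this library 8 of 15 naive genes rose and the naive list was still higher (adjusted p = 1.9e-11, and adjusted p = 0.0614 with an estimated correlation).

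In Smad3 KO d3 EBs 6 of 8 definitive endoderm genes were lower as labelled, and no trophectoderm gene rose. Lhx1 fell by 5.96 ± 1.18 (n = 4 per genotype, adjusted p = 0.0308), Gata6 was at least 17.9-fold and Pdgfra, a receptor of mesoderm and primitive endoderm, at least 3.98-fold lower (adjusted p at most 0.0371). The endoderm genes included Sox17 (at least 4.12-fold), Cxcr4 (at least 3.27-fold), Foxa2 (at least 2.17-fold) and Cer1 (at least 1.86-fold). Tdgf1 fell by 2.68 ± 0.38, the forkhead gene Foxq1 by 3.61 ± 0.57, Smad1 by 1.99 ± 0.36 and Ndrg1 by 1.77 ± 0.38 (adjusted p at most 0.0399). Tfap2c fell by 2.15 ± 0.44 as the single trophectoderm gene of 18 to pass, and the imprinted gene Peg3 by 1.95 ± 0.39. Utf1 rose by 2.77 ± 0.50, the neural and primed factor Sox3 by 1.63 ± 0.31, Tcf15 by 1.89 ± 0.44 and the synaptotagmin gene Syt11 by 1.79 ± 0.34 (adjusted p at most 0.0494). Smad3 was at least 7.09-fold lower (adjusted p = 8.72e-07). Most of these calls hung on single libraries. Of the genes named here only Smad3 and Foxa2 passed whichever array of the 2 groups was left out, and all others failed without WT 1, WT 3 or Smad3 KO 4. In WT 2, line CCB, Cxcr4 (5.73), Pdgfra (5.87) and Mesp1 (5.64) lay at the level of the knockout, and Sox17 (6.48), Cer1 (6.05) and Gata6 (8.41) under the other WT arrays. Only 1 of 19 streak genes passed, and 11 did without the doubted libraries. Of the 20 largest WT rises 2 were lower as labelled and 14 without the doubted libraries.

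limma called 162 genes in Smad3 KO d3 EBs, 72 higher and 90 lower, and 768 without the doubted libraries, 356 higher and 412 lower. Leaving out single libraries moved this count from 2, without WT 1, WT 3 or Smad3 KO 4, to 776, without WT 2. With median scaling in place of quantile normalization 498 genes were called, 13 higher and 485 lower, so the balance of directions was not settled. Endoderm and streak lists were lower (adjusted p = 8.45e-11 and 2.4e-09, 8 and 13 genes adjusted over the list alone), with adjusted p = 0.11 and 0.275 with an estimated correlation. Imprinted and Smad family genes were lower (adjusted p = 0.0343 and 0.000599) and general pluripotency genes higher (adjusted p = 0.024), all at adjusted p = 0.275 with an estimated correlation. Trophectoderm and naive lists stood at 0.19 and 0.509.

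**Figure D5:**
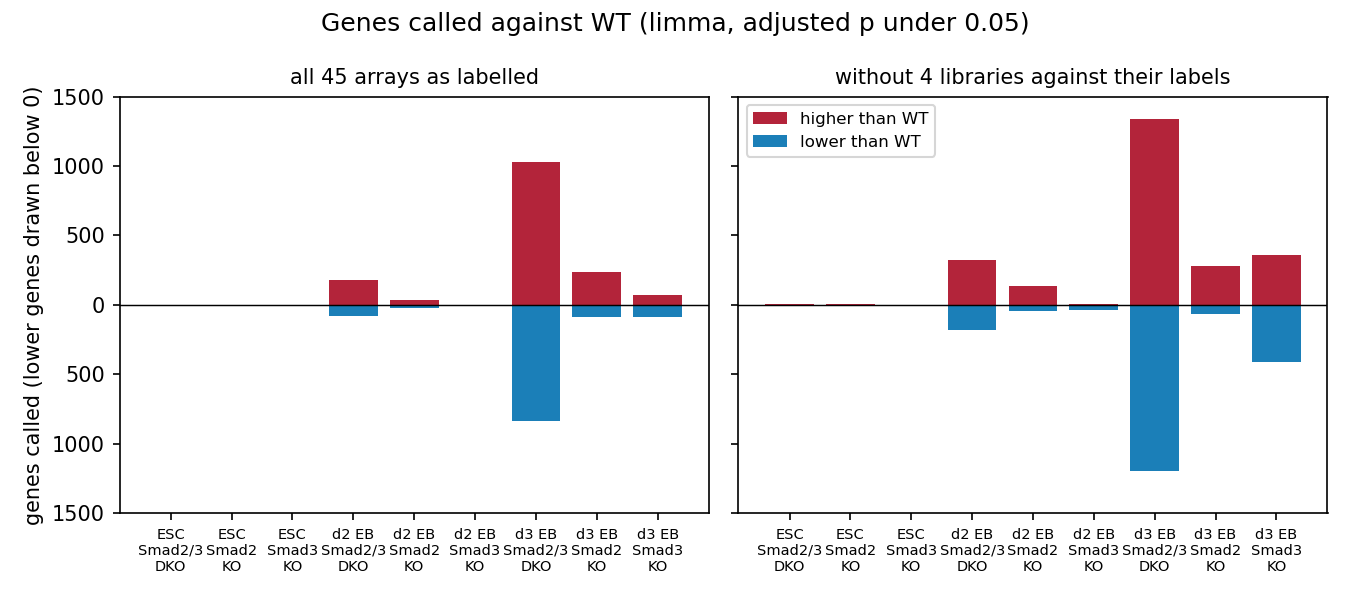
Genes called higher and lower than WT by limma at each stage and genotype, on all arrays and without the 4 libraries that went against their labels.

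To ask what Smad3 loss adds to Smad2 loss, Smad2/3 DKO d3 EBs were compared with Smad2 KO d3 EBs. Lefty2 and Lefty1 were at least 15.5-fold and 16.4-fold lower in Smad2/3 DKO, and Fst was lower (n = 4 per genotype, adjusted p at most 0.00104). Of 19 streak genes 6 were lower. Fgf8, Wnt3a, Lhx1 and Mixl1 were at least 17.2-fold, 8.4-fold, 7.35-fold and 6.82-fold lower (adjusted p at most 0.0412). In the library labelled Smad2 KO replicate 4 Fgf8, Lhx1 and Mixl1 lay at 5.08, 5.06 and 4.96, lowering their bounds. Gsc was at least 4.29-fold lower. Of 18 trophectoderm genes 9 were higher, among them Plac1 (2.92 ± 0.48), Ascl2 (2.90 ± 0.35), Pparg (2.65 ± 0.59) and Gata2 (2.46 ± 0.40, adjusted p at most 0.0197). Of 6 Bmp targets Id4 (1.24 ± 0.23) and Id2 were higher. Wnt4 (3.28 ± 0.63) and the troponin gene Tnnt3 (at least 3.44-fold) were higher, and the immunoproteasome gene Psmb8 (at least 13.7-fold) and Dnd1 (-2.29 ± 0.41) lower. Without that library Wnt4 stood at 2.48 ± 0.43. Smad3 was at least 6.97-fold lower.

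limma called 539 genes between Smad2/3 DKO and Smad2 KO d3 EBs, 300 higher and 239 lower, and 801 without the library labelled Smad2 KO replicate 4, 344 higher and 457 lower. Against Smad2 KO clone KT15 alone, the parent of all Smad2/3 DKO clones, 21 genes were called. KT15 is 1 array at d3 (n = 1), so the spread came from the other groups of the fit and differences between KT15 cultures were not measured. Streak genes were lower (adjusted p = 1.11e-08, 12 adjusted over the list alone, 15 passing without the doubted library) and trophectoderm genes higher (adjusted p = 1.8e-09). Their adjusted p = 0.306 and 0.131 with an estimated correlation. Nodal and primed lists were lower (adjusted p = 0.00293 and 0.00668) and Bmp and epithelial lists higher (adjusted p = 0.00537 and 0.00636), with adjusted p = 0.214, 0.214, 0.131 and 0.305 with an estimated correlation. Primordial germ cell and stress response genes were lower (adjusted p = 0.0399 and 0.0398), with adjusted p = 0.348 and 0.448 with an estimated correlation.

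The single knockouts were compared directly to ask whether Smad2 and Smad3 do different work. At d3 all Smad2 KO arrays were of KT clones and 5000 EBs, and all Smad3 KO arrays of CCE clones and 1250 EBs. Parental line and EB number therefore cannot be told apart from genotype here. Smad2 KO d3 EBs held far more trophectoderm, naive and germ cell transcripts than Smad3 KO d3 EBs. Lgals3 was at least 19-fold higher in Smad2 KO, Rhox9 at least 13.2-fold, Dppa3 at least 12.4-fold and Krt19 at least 10.5-fold (n = 4 per genotype, adjusted p at most 0.000271). Of 18 trophectoderm genes 11 were higher, among them Rhox6 (at least 6.87-fold) and Tfap2c (3.32 ± 0.44), with 9 of 15 naive genes such as Tbx3 (3.55 ± 0.49), 6 of 9 epithelial genes and 6 of 7 primordial germ cell genes. Wnt3a was at least 7.58-fold higher, Gadd45b at least 3.27-fold and Acta2 higher by 4.19 ± 0.55. Of 10 primed genes 7 were lower in Smad2 KO, including Fgf5 (-3.66 ± 0.56, and -2.82 ± 0.23 without the library labelled Smad2 KO replicate 4) and Sall2 (-2.76 ± 0.45), as were the hexosamine enzyme gene Gfpt1 (-3.16 ± 0.70), the neurotrophin receptor gene Ntrk2 (-2.72 ± 0.57) and the long noncoding RNA gene Miat (at least 7.7-fold). Smad3 was at least 6.3-fold higher.

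limma called 1400 genes between Smad2 KO and Smad3 KO d3 EBs, 678 higher and 722 lower in Smad2 KO, and 1551 without the library labelled Smad2 KO replicate 4, 872 higher and 679 lower. With median scaling 598 genes were called, 484 higher and 114 lower. Trophectoderm, primordial germ cell and primed lists (adjusted p = 4.03e-11, 6.03e-06 and 2.14e-05) held at 0.0474 with an estimated correlation. The naive and epithelial lists were higher (adjusted p = 1.74e-07 and 2.14e-05), with adjusted p = 0.302 and 0.0776 with an estimated correlation. Streak, imprinted, primitive endoderm, stress response and Smad family lists were higher (adjusted p = 0.000351, 0.012, 0.0112, 0.0104 and 0.0262), with adjusted p = 0.402, 0.158, 0.378, 0.34 and 0.34 with an estimated correlation. General pluripotency was lower (adjusted p = 0.0262), with an adjusted p = 0.34 with an estimated correlation. The streak genes passing numbered 4 of 19 as labelled and 15 without the doubted library.

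Whether Smad2/3 DKO d3 EBs departed from the sum of the single knockout effects was tested next. Of 18 trophectoderm genes 5 exceeded the sum, among them Gata2 (3.28 ± 0.56) and Tfap2c (2.98 ± 0.62, n = 4 per genotype, adjusted p at most 0.0302). Plac1 and Ascl2 passed too, but they were undetected in WT and Smad3 KO, so no size is given. Large excesses were Flt1, a Vegf receptor gene of trophoblast and endothelium (5.12 ± 1.11, and 4.32 ± 0.91 without the doubted library), Igf2 (3.60 ± 0.77), Efnb1 (3.48 ± 0.62) and Ndrg1 (3.40 ± 0.54, adjusted p at most 0.0401). Pim2 fell short of the sum (-2.29 ± 0.43, adjusted p = 0.0197). Lefty1 and the homeobox gene Hoxb7 did so as well (adjusted p = 0.00879 and 0.0128), without a size because they were undetected in Smad2/3 DKO, while Lefty1 was still detected in both single knockouts. Foxa2, Sox17 and Cer1 were already undetected in every array of both single knockouts, so a sum of their single effects lies under the background. Their departure cannot be measured. No streak gene passed (adjusted p = 0.987 for the list). Lhx1, Fgf8, Mixl1, Eomes and other streak genes were undetected in every Smad2/3 DKO array, so a departure was not measurable for them either.

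limma called 126 genes with a departure, 79 above and 47 below the sum, and 254 without the doubted library, 126 above and 128 below. Median scaling gave 77 above and 8 below, so the balance was not settled. The trophectoderm and imprinted lists were above (adjusted p = 2.96e-10 and 0.00167) and the primed list below (adjusted p = 0.000316), with adjusted p = 0.0761 with an estimated correlation. The endoderm list also lay above (adjusted p = 3.88e-05), with an adjusted p = 0.183 with an estimated correlation, and is not read as a departure because of this background. Epithelial, Bmp, primitive endoderm and Smad family lists were above (adjusted p = 0.00965, 0.0236, 0.028 and 0.049), with adjusted p = 0.232, 0.183, 0.383 and 0.341 with an estimated correlation. Nodal and general pluripotency lists were below (adjusted p = 0.014 and 0.0093), with adjusted p = 0.232 and 0.21 with an estimated correlation.

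The effect of losing both Smads was compared between d3 EBs and ESCs to ask whether it depended on stage. The effect on Chrd differed by -3.35 ± 0.60 log2 units and that on Fst was different too, both more negative in d3 EBs (3 or 4 arrays per group, adjusted p at most 0.000719), and both genes were detected in every WT and Smad2/3 DKO ESC array. It was more negative for 6 of 8 endoderm genes, 8 of 19 streak genes and 3 of 10 primed genes. Several of these, such as Lhx1, Gsc, Fgf5 and Foxa2, were not detected in any WT or Smad2/3 DKO ESC array. Their dependence on stage followed from being off in ESCs, where no fall could be measured. Of 18 trophectoderm genes 11 had a more positive effect, among them Rhox6 and Rhox9 (adjusted p at most 9.8e-05), which were detected in all these ESC arrays, with Pdgfb (5.48 ± 0.98), Acta2 (5.97 ± 1.52), Gadd45g (4.40 ± 1.05) and Cldn4 (4.20 ± 0.62, adjusted p at most 0.0194). Only 1 of 15 naive genes passed. limma called 432 genes, 269 more positive and 163 more negative in d3 EBs, and 905 without the doubted libraries, 540 and 365. With median scaling 137 were more positive and 173 more negative. Endoderm, trophectoderm and epithelial lists were called (adjusted p = 3.91e-15, 3.91e-15 and 9.88e-08) and held at 0.00132, 0.00259 and 0.00496 with an estimated correlation. Streak, primed and naive lists were called (adjusted p = 4.78e-13, 0.000126 and 0.000335), with adjusted p = 0.0708, 0.0746 and 0.369 with an estimated correlation.

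The overlap between single and double knockouts was counted at the threshold of the study, in the same direction. The Smad2/3 DKO genes so counted were fewer without background correction, 446 higher and 224 lower at d2 and 846 and 704 at d3. In ESCs 126 of 302 Smad2/3 DKO genes (41.7%) were shared with Smad2 KO and 62 (20.5%) with Smad3 KO. All these comparisons used the same WT arrays, so a shared share arises without any shared biology. The simulated arrays held no effect in any group. Simulated Smad2/3 DKO calls were 457, 383 and 341 on average from ESCs to d3 EBs. Simulated shares are therefore no baseline for lists that hold genuine changes. Independent lists would overlap by 3.56% and 2.87%, simulated data with shared controls by 18.9% for each, and disjoint control arrays by 13.1% and 5.16%. In d2 EBs 566 of 1149 genes (49.3%) were shared with Smad2 KO, such as Fgf5 and Tbx3, against 5.22% for independent lists, 21.5% simulated and 31.5% with split controls. Only 83 (7.22%) were shared with Smad3 KO, against 3.43%, 21.7% and 3.63%. In d3 EBs 872 of 2508 (34.8%) were shared with Smad2 KO, among them Plac1, Rhox9 and Dppa3, against 6.76%, 21% and 26.6%. With Smad3 KO 591 (23.6%) were shared, including Lhx1 and Gata6, against 8.60%, 21% and 16%. Without the doubted libraries the shares with Smad2 KO were 37.8%, 50.7% and 30.5% from ESCs to d3 EBs, and those with Smad3 KO 26.8%, 12.1% and 26.6%.

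Among adjusted calls, 53 of 255 d2 genes (20.8%) were shared with Smad2 KO, against 0.332% for independent lists and 5.38% with split controls. At d3, 250 of 1868 calls (13.4%) were shared with Smad2 KO, against 1.75% and 6.43%, and 74 (3.96%) with Smad3 KO, against 0.83% and 1.72%. Simulated data gave almost no adjusted calls and so no share to compare. Across genes, log2 changes of Smad2/3 DKO and Smad2 KO correlated at r = 0.498, 0.788 and 0.699 in ESCs, d2 and d3 EBs. Simulation with shared controls and no effect gave 0.430, 0.501 and 0.502. A simulated r is no baseline where genuine changes add variance, so covariances are given as well. Covariances of Smad2/3 DKO and Smad2 KO were 0.0699, 0.194 and 0.297, simulated 0.0490, 0.0456 and 0.0416, and with split controls 0.0216, 0.165 and 0.263. For Smad2/3 DKO and Smad3 KO r was 0.277, 0.0810 and 0.378, with covariances of 0.0385, 0.0166 and 0.163, simulated 0.0490, 0.0455 and 0.0415, and with split controls -0.00983, -0.0122 and 0.129. Without the doubted libraries the covariance in ESCs was 0.0574, simulated 0.0356, and in d2 EBs 0.0293, simulated 0.0299. The single knockouts correlated with each other at r = 0.103, 0.299 and 0.236, with covariances of 0.0170, 0.0537 and 0.0698, simulated 0.0485, 0.0454 and 0.0415, and with split controls -0.0314, 0.025 and 0.0358. Without the doubted libraries these covariances were -0.0162, 0.0157 and 0.0225, each under the simulated 0.0357, 0.0302 and 0.0301. Genes are not independent replicates, so these correlations carry no p-value.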

Values the study reported

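The study reported 422 genes that changed in Smad2/3 DKO ESCs, 209 of them down and 213 up. It found 33% of these shared with Smad2 KO ESCs and 12% with Smad3 KO ESCs. For Smad2/3 DKO d3 EBs it reported 3,104 genes, 1,487 down and 1,617 up.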

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

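The tests of the 4 doubted libraries were chosen after the result was seen. Incomplete deletion of Smad3 was excluded, since Smad3 was detected in 0 of the 4 other libraries of the clones CCE.2B7 and KT15.2D5. RNA of other cells in the library labelled d2 Smad2 KO replicate 4 was excluded too, as its Smad3 signal of 5.193 lay under the highest undoubted knockout signal of 5.621. The libraries labelled ESC Smad3 KO replicate 4 and d2 Smad2 KO replicate 4 fitted an exchange (smaller gain in correlation with the partner group 0.885). Cops8, mostly high in KT lines, went with this (10.36 and 5.389), but Thap4 of the second (7.338) did not. As labelled the first was nearest d2 Smad2/3 DKO (0.537). Exchange of d3 Smad2 KO replicate 4 and d2 Smad2/3 DKO replicate 4 was excluded by Smad3 at 8.249 in the first, against 5.621.

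For the genes higher in Smad2/3 DKO d3 EBs, the test of EB number was chosen after the result was seen, the tests of the ESC stage before. Expression kept from the ESC stage could account for many, as 72.7% lay higher in WT ESCs than d3 EBs, against 48.6% of all genes. WT ESC levels did not account for 10 of 13 higher trophectoderm members, including Plac1 and Gata2, which exceeded them. Carry-over from Smad2/3 DKO ESCs was not tested. EB number cannot explain the excess of 9 of the 13 over Smad2 KO (also 5000 EBs), but may give the shared rise.

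Cops8, a subunit gene of the COP9 signalosome, was called in Smad2 KO and Smad2/3 DKO lines at all 3 stages once the doubted libraries were left out, and the tests of a Smad2 effect and of exchanged clone names were chosen after the result was seen. Carry-over of neighbours of the deleted allele was excluded, as Cops8 does not lie on the chromosome of Smad2 (0% of the genes so called). A difference of all KT lines and an effect of Smad2 loss both predict a high level in all 19 undoubted libraries. Those labelled d2 Smad2 KO replicate 2 and d3 Smad2 KO replicate 3, 2 of the 19, kept the WT level. This counts against both causes only if the 2 libraries held Smad2 KO cells of KT lines. The Smad2 probe could not check that, so neither cause was excluded. A difference between clones with exchanged names at d2 cannot be told apart from other causes, since 3 of 16 clones lay on both sides of the highest WT library. Of these, KT15 was low at d2 and high in ESCs and d3 EBs, and KT11 was high at d2 and low at d3. Fastkd3, Thap4 and Zfp429, picked for the same pattern, were low in the same 2 libraries (at most 5.164, 5.731 and 5.465, against at least 7.679, 7.396 and 6.443 in the other 17). The third clone, CCE.1H1, passed that library by 6.014 against 5.972, within the spread of WT arrays, and this criterion was added after the 3 was seen.

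Whether chance could give such counts was tested by splitting the same arrays into other groups of equal size, as fixed before the data were examined, the real split included. For d2 Smad2/3 DKO (255 genes), d2 Smad2 KO (59) and d2 Smad3 KO (2) 1 of 35 splits reached the real count and the highest other called 1. For d3 Smad2/3 DKO 1 of 35 did so with 1865 genes (highest other 4), for Smad2 KO 323 (35), for Smad3 KO 162 (35), for Smad2/3 DKO against Smad2 KO 539 (12) and for the single knockouts 1400 (139), so chance can be excluded for these. WT d2 EBs gave 1 of 35 with 3142 (1) and WT d3 EBs 1 of 35 with 3816 (4), and for the 8 splits that part all 4 clones 1 reached 3816, with 0 in the highest other, too few for a statement. The departure gave 1 of 100 with 126 (0). Its labels were shuffled among all 4 genotypes, so this does not test the departure apart from the single effects. For the interaction 3 of 100 reached 432 (highest other 466). Draws may repeat the d3 grouping, so chance stays open. In ESC Smad2/3 DKO 1 of 35 reached 1 (0). In ESC Smad2 KO and ESC Smad3 KO the real count was 0, which 35 of 35 splits reached by construction (highest others 36 and 30), so these splits say nothing about chance.

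Single libraries lay apart from the other 3 of their group in 215 of 2025 gene and group pairs (10.6%), 115 of them in replicate 4, where chance gives about 1 in 20 groups. In the library labelled d2 Smad2 KO replicate 4 Smad3 was 5.193, Fgf8 5.148 and Zfp42 13.71, and in the library labelled d3 Smad2 KO replicate 4 Fgf5 was 5.011 and Fgf8 5.084. The library labelled d2 Smad2/3 DKO replicate 4 had Smad3 at 9.456, Lefty1 at 8.438 and Fgf8 at 10.49. Outside the doubted libraries, Zfp42 was 12.94 in ESC WT replicate 1 (others 13.6 to 13.72) and 11.21 in d3 Smad2/3 DKO replicate 1 (11.91 to 12.03), and Fgf8 was 8.874 in d2 WT replicate 1 (11.05 to 11.42). In Smad3 KO clone CCE.2E7 Lefty1 was 10.85 at d2 (13.09 to 13.52) and 8.696 at d3 (12.02 to 12.27), and Zfp42 was 10.51 at d2 (11.03 to 11.11). The Smad2/3 DKO effect differed between d3 EBs and ESCs in 432 genes such as Fst and Rhox6, a difference of stage tested above.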

How the results depend on the processing

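Gene directions held under nearly all settings, while counts depended on the filter, on pooling and on the doubted libraries; the cause was not tested. Without the filter on dim probes counts were 0 in ESC Smad2/3 DKO, 159 in d2 Smad2/3 DKO, 13 in d2 Smad2 KO, 183 in d3 Smad2 KO, 48 in d3 Smad3 KO and 73 for the departure. With 1 probe per gene ESC Smad2/3 DKO gave 0 and the share with Smad3 KO at d3 was 21.1%. With all 45 arrays in the fit ESC Smad2/3 DKO gave 11, ESC Smad2 KO 5, d2 Smad2/3 DKO 385, d2 Smad2 KO 105, d2 Smad3 KO 6 and d3 Smad3 KO 440. With clone as a random block these were 7, 5, 385, 103, 6 and 442. The replicate block gave 0 in ESC Smad2/3 DKO, 1 in d2 Smad3 KO and a share with Smad3 KO of 33.5% in ESCs, and changed no other count by more than the 1.5-fold limit. Without the doubted libraries ESC Smad2/3 DKO gave 6, ESC Smad2 KO 4, d2 Smad2/3 DKO 502, d2 Smad2 KO 175, d2 Smad3 KO 42, d3 Smad3 KO 768, the departure 254 and the interaction 905. The shares with Smad3 KO were then 26.8%, 12.1% and 26.6% from ESCs to d3 EBs, and that with Smad2 KO at d3 30.5%. In ESC Smad3 KO the naive list turned from -0.93 to 0.16 (adjusted p = 0.509) and the streak list from 0.33 to 0.00154 (adjusted p = 0.736, camera direction down). Smad3 turned from -0.48 to 0.59 in d2 Smad2 KO (adjusted p = 0.254) and from -0.17 to 0.25 in d3 Smad2 KO (adjusted p = 0.443), and Smad2 from 0.11 to -0.0422 in the departure (adjusted p = 0.959). Without background correction ESC Smad3 KO gave 2, d2 Smad2 KO 35 and d2 Smad3 KO 1. Its shares were 16% with Smad3 KO in ESCs, 45.4% with Smad2 KO and 4.78% with Smad3 KO at d2, and 31.0% and 20.4% at d3. At the threshold of the study it gave, higher and lower, 82 and 49 in ESC Smad2/3 DKO, 168 and 129 in ESC Smad2 KO, 80 and 167 in ESC Smad3 KO, 446 and 224, 298 and 197, and 109 and 145 in these at d2, and 846 and 704, 493 and 234, and 352 and 428 at d3. The normalized table of the authors gave 1 in d2 Smad3 KO. Estimating the correlation left 14 of 100 list calls. Against clone KT15 alone (1 array) Smad2/3 DKO d3 EBs had 21 genes, 17 higher and 4 lower.

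Median scaling gave 1 gene in d2 Smad3 KO, 22 higher and 35 lower in d2 Smad2 KO, 459 and 808 in d3 Smad2/3 DKO, 1950 and 1056 in WT d2 EBs, 2870 and 1063 in WT d3 EBs, 137 and 173 for the interaction and 77 and 8 for the departure, so these balances of directions were not settled. It gave 179 in d3 Smad2 KO (107 higher and 72 lower), 498 in d3 Smad3 KO (13 and 485), 264 in Smad2/3 DKO against Smad2 KO (140 and 124) and 598 between single knockouts (484 and 114). At the threshold of the study the same genotypes gave 113 and 167, 188 and 777, and 212 and 325 in ESCs, 642 and 567, 382 and 881, and 53 and 1292 at d2, and 844 and 2060, 524 and 1075, and 158 and 2506 at d3. Shares with Smad3 KO were 14.1% at d2 and 39.7% at d3. Smad2 turned from 0.18 to -0.25 in d3 Smad3 KO (adjusted p = 0.655) and from -0.21 to 0.060 in WT d3 EBs (adjusted p = 0.883). Under median scaling the median change of all genes was -0.298 in d3 Smad3 KO, -0.223 in d3 Smad2/3 DKO, -0.214 in d3 Smad2 KO, -0.218 in d2 Smad3 KO, -0.126 in d2 Smad2 KO, -0.187 in ESC Smad2 KO, 0.123 between single knockouts, 0.307 in the departure, 0.11 and 0.21 in WT d2 and d3 EBs and -0.164 in the interaction.

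Leaving out single libraries gave 0 in ESC Smad2/3 DKO for each of 7 libraries, 0 to 1 in ESC Smad2 KO (1 without its replicate 3 or 4) and 0 in ESC Smad3 KO. In d2 Smad2/3 DKO the range was 144 to 263, with 145, 144 and 150 without WT 1, 2 and 3 and 148 without Smad2/3 DKO 3. In d2 Smad2 KO it was 13 to 114, with 13, 13, 18 and 30 without WT 1 to 4 and 20, 35 and 114 without Smad2 KO 1, 2 and 4. In d2 Smad3 KO it was 1 to 8, with 7 without WT 1, 8 without Smad3 KO 2 and 1 without any other. In d3 Smad2/3 DKO it was 1275 to 1610. In d3 Smad2 KO it was 139 to 347, with 215, 144 and 139 without WT 1, 3 and 4 and 155 without Smad2 KO 1. In d3 Smad3 KO it was 2 to 776, with 2, 776, 2 and 3 without WT 1 to 4 and 456, 24, 12 and 2 without Smad3 KO 1 to 4, so this count hung on the choice of clones. For Smad2/3 DKO against Smad2 KO it was 235 to 801, with 235 and 358 without Smad2/3 DKO 1 and 3 and 349 and 359 without Smad2 KO 2 and 3. Between single knockouts it was 747 to 1580, with 861 and 747 without Smad3 KO 3 and 4. The departure ran from 64 to 352, with 74, 352, 64 and 82 without WT 1 to 4, 67 and 79 without Smad2/3 DKO 1 and 3, 79 and 254 without Smad2 KO 3 and 4, and 67 and 66 without Smad3 KO 3 and 4. WT d2 EBs ran from 2305 to 3106, WT d3 EBs from 3063 to 3752 and the interaction from 266 without ESC Smad2/3 DKO 4 to 466 without d3 WT 2. Shares with Smad2 KO ran from 29.3% to 57.4%, 42.1% to 52.9% and 30.5% to 37.9% from ESCs to d3 EBs. Shares with Smad3 KO ran from 11.3% without ESC Smad2/3 DKO 2 to 31.3% without ESC WT 1, from 4.78% without d2 Smad3 KO 3 to 14.2% without d2 Smad3 KO 2, and from 19.1% to 31.3%. In ESC Smad3 KO the naive list ran from -1.44 without its replicate 2 to 0.16 without its replicate 4, and the streak list from 0.00154 without its replicate 4 to 0.52 without its replicate 3. Smad3 ran from -0.96 without d2 Smad2 KO 1 to 0.59 without d2 Smad2 KO 4, and from -0.36 without d3 Smad2 KO 1 to 0.25 without d3 Smad2 KO 4. Smad2 in the departure ran from -0.0422 without Smad2 KO 4 to 0.24 without Smad3 KO 2.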

Other observations

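The homeobox gene Hoxb7 was detected in all 4 d3 arrays of Smad2 KO and of Smad3 KO, in 1 of 4 of WT and in none of Smad2/3 DKO, at group means of 7.79, 8.29, 6.38 and 5.88. Acta2 ran from 7.76 in Smad3 KO through 9.54 in WT to 11.95 in Smad2 KO and 12.27 in Smad2/3 DKO d3 EBs.

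Eif2s3y, the measured Y-linked gene, lay at 5.12, 5.34 and 5.18 in clone CCE.2E7 from ESCs to d3 EBs, against 7.00 to 7.17 in its WT parent line CCE. It was as low in d3 Smad3 KO replicate 4 (5.04) and lay at 5.97 to 6.17 in several other knockout libraries. These genes were chosen after their values were seen. The d3 EBs of WT line CCB correlated at 0.667 with Smad3 KO d3 EBs and at 0.589 with other WT d3 EBs. A component with 8.4% of the variance set apart d2 Smad2 KO replicate 2, d3 Smad3 KO replicate 2, d2 Smad2/3 DKO replicate 2 and d3 Smad2/3 DKO replicate 4 (50.5, 46.1, 54.1 and 56.8).

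The shares of Smad2/3 DKO ESC genes also called in Smad2 KO and Smad3 KO ESCs were 41.7% and 20.5%. Leaving out single libraries moved them from 29.3% to 57.4% and from 11.3% to 31.3%, to either side of the values quoted from the study above. The 3 ESC arrays the authors left out, and protein or chromatin data, are not analysed here.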
